A study of Saccharomyces cerevisiae with 32 samples. Its data were reported in "Modulation of the transcription regulatory program in yeast cells committed to sporulation" (2006).

How the data were processed

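The series measured transcript levels in diploid budding yeast of the SK1 background during sporulation and after the cells were moved to glucose. Cells grown in YPA, an acetate growth medium, were placed in sporulation medium (SPM), which holds acetate and raffinose. At each hour from 2 to 9 h in SPM, cells were harvested for 1 array, and others were spun down, resuspended in a glucose solution and harvested at 0, 20 and 40 min. This gives 32 arrays, of which 8 hold SPM cells and 24 hold glucose cells, with 1 array for each condition. The label text also names a 10 h sample, which was not analysed here. No condition has repeat arrays, so the hours of a window served as repeats. The early window was 2, 3 and 4 h and the late window 6, 7, 8 and 9 h; 5 h was left out of both. The study places commitment to sporulation at around 5 to 6 h, so the 6 h arrays of the late window may lie within it. All p-values therefore measure agreement between hours of 1 culture series, and nothing in the labels says that the hours came from separate cultures.

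Each array was a glass slide of spotted PCR products with 13056 spots, of which 12436 held 6218 genes in 2 adjacent spots each, 236 held buffer only and 384 held Arabidopsis controls. The products are double-stranded and carry no strand. RNA of the sporulating or glucose-treated cells was labelled with Cy5 and hybridised together with Cy3-labelled RNA of YPA cells, a common reference, on every array. According to the study's checklist this reference RNA came from its experiment on transfer to YPD. A ratio against YPA is therefore not a change from the starting culture of these cells. No dyes were swapped, so a dye effect stays in any ratio against YPA but cancels in differences between arrays. One sentence of the label protocols gives the dyes the other way round. The dye fields of the labels, the image blocks of all 32 files and the study's methods put the sample in Cy5. As a check on the values, the log2 Cy3 signals of different arrays correlated across genes with a median r of 0.859 (lowest 0.691) and the Cy5 signals with a median r of 0.583 (lowest 0.153), as a reference shared by all arrays would give. The lowest r between the log2 ratios of any pair of arrays was 0.116, and no arrays were identical.

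Per the file headers, the deposited scanner files hold the spot and local background intensity of each channel on a linear scale, quantified with the adaptive method of QuantArray version 3 and not normalised. The deposited value table of the series holds log2 ratios which, according to the methods, the authors made by subtracting background, setting weak values to the mean of the buffer spots, discarding poor spots, subtracting the array median and averaging duplicate spots. Its columns had medians between -0.035 and 0.035 and correlated across genes at 0.921 to 0.998 with that recipe applied here to the scanner files, so their direction and centring are settled; whether any further scaling was applied is not given in the sources used here. Of its 6159 identifiers, 5562 had 1 gene symbol, none had several and 597 had none; 5534 matched a gene of the scanner files. This table was used only as an alternative.

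The intensities were processed in R 4.3.3 with limma 3.58.1 (file reading in Python 3.11.15). Background was corrected by normexp with an offset of 50. The log2 ratio of sample over YPA reference was normalised within each array by loess, with control spots and the 8 spots marked to be ignored at weight 0, and duplicate spots were averaged. Names came from the NCBI RefSeq gene table of assembly R64, used for names only: 5724 of the 6218 genes matched and the other 494 kept the array's own name. For 34 genes with several PCR products all spots were averaged, and in 5 of these the products differed by a median of over 1 log2. Of 6183 genes after averaging, 5709 were kept, whose sample signal exceeded the mean plus 2 SD of the buffer spots on at least 3 arrays; the other 474 were left out as dim. No coordinates are given because the sources used here name no genome build.

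The median background-subtracted sample signal per array ranged from 537 to 2272 units (median 1084) and the reference signal from 337 to 1328. Between 24.5% and 91.3% of the genes lay above the buffer spots in the sample channel (median 63.3%). Duplicate spots differed with an SD of 0.166 to 0.537 log2, and at most 2 spots per array and channel were saturated. A gene not above background on any array of a group has only a bound there: its change is given as "at least N-fold", which sets the brighter group's mean against the dimmer group's mean of, per array, the higher of the lowest signal measured above background and the gene's own signal, after Aquantile normalisation per channel. Its adjusted p is that of the fit. Where such a bound came out above the fold of the fitted means, the latter, being lower, is given as the bound. A log2 change printed beside a bound is the fit's value and is as uncertain at the dim end. Without dye swaps such bounds are open to dye bias.

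The glucose response of an hour was the mean of the 20 and 40 min arrays minus the SPM array of that hour. The immediate response was the 0 min array minus the same SPM array. No array held cells spun and resuspended without glucose, so both responses can include effects of handling and of the loss of SPM. For each of the glucose response, the immediate response and the SPM arrays, 1 limma model (lmFit, eBayes) with a mean per window was fitted to the 7 hours, and the early mean, the late mean and their difference were tested. Adjusted p-values are limma's with the Benjamini-Hochberg method over the 5709 genes, with a threshold of 0.05; values after "±" are standard errors. The YPA reference counts as 1 control sample in the SPM ratios, so its own spread is left out. Pairing by hour follows the study's design. The deviations of glucose and SPM arrays of the same hour from their window means correlated at 0.371, 0.358, 0.468, 0.367, 0.185, 0.0938 and 0.56 at 2, 3, 4, 6, 7, 8 and 9 h.

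A total of 26 gene lists were written from textbook knowledge before the data were examined. They cover meiotic regulators, early recombination and synapsis, meiotic divisions, prospore membrane and spore wall (mid-sporulation), late sporulation, gluconeogenesis and the glyoxylate cycle, glycolysis, glucose sensing and hexose transport, the TCA cycle and respiratory chain, cytosolic ribosomal proteins, rRNA processing, RNA polymerases I and III, translation factors, protein kinase A, the environmental stress response, cytosolic chaperones, G1 cyclins and G1/S genes, histones, pseudohyphal growth, haploid-specific genes, amino acid synthesis, nitrogen catabolite repression and autophagy, the proteasome, ergosterol synthesis, the mitochondrial ribosome and phosphate starvation. The list of cytosolic chaperones also holds KAR2, a chaperone gene of the endoplasmic reticulum. Each list was tested with limma's camera (preset correlation 0.01), which asks whether its genes changed more than other genes. Camera with an estimated correlation and fry were alternatives. A fry p asks whether a list's genes move, on balance, one way, its mixed p whether they change in either direction, and neither compares the list with other genes. List p-values were adjusted over the lists of a comparison, and counts "adjusted over the list alone" adjust over a list's own members.

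Genes named in the text were chosen by a rule set before the data were examined. It took the 6 largest rises and 6 largest falls of each glucose response, their difference and the SPM difference, among genes past the threshold with the same sign at every hour and above background on enough arrays; 23 genes fixed in advance; and up to 4 members with the largest change past the threshold for each list described, or with the largest change where none passed. Members outside this rule that complete a count of 5 or fewer were chosen after their values were seen: RPS21A, SIP4, CRC1 and BUD21 in early SPM; SPO75, RRT8, ADY2, IDI1, MIG3, MTH1, RPS21A and RPL15A in late SPM; YDJ1, ERG9, RPL43B, RPL40B and RPL8B in their difference; ALD6, RPN10, RPL43B, RRN6, CAM1, GLK1, PHO8, ERG10, ERG13 and PCL1 in the early glucose response; SPS19, CLB3 and CLB6 in the late one; AHA1, RPL43B, RPS21A, ARG3 and PGI1 in their difference; and RRN6, ARG1, ARO1, HIS5, LYS9, YGP1 and MRPL20 in the early immediate response. Of those called, only RPS21A in early SPM, RRT8 in late SPM, and PHO8 and ERG13 in the early glucose response kept their call whichever hour was left out; the others lie close to the threshold. Similarity of responses was the mean Pearson r across genes between hours of 1 window minus that between windows, with an exact permutation test over the 35 splits of the 7 hours.

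The file headers show 5 scan sessions. The sessions do not follow the design evenly. The SPM arrays of 2 to 6 h fell in 1 session and the 0 min arrays of 2, 3 and 4 h in another. Every comparison was refitted with session as a block, and differences between arrays of 1 session are given where there were any (glucose response at 2, 3 and 7 h, immediate response at 8 and 9 h). Those of 2 and 3 h lie in session 1, those of 7 and 9 h in session 2 and those of 8 h in session 4. Other alternatives were median subtraction without loess, the study's recipe, the value table, scale normalisation between arrays, no filter on dim genes, 20 or 40 min alone, 5 h placed in either window, leaving out each hour, an unpaired fit, all 28 arrays with the hour as a block, and an intensity trend with a robust prior. The model was tested on simulated data with 200 of the 5709 genes changed 4-fold. It recovered 73% of them for the glucose response at 2 to 4 h, 85% at 6 to 9 h, 52.5% for a difference with the change in the early window and 47% with it in the late window, none in the wrong direction. Of genes changed 2-fold it recovered 0% at 2 to 4 h and 13.5% at 6 to 9 h, so changes of that size can be missed. Values in the study's supplementary files were not used here. Some results are not reported here.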

Results

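The arrays followed diploid SK1 cells through sporulation, the programme of meiosis and spore formation that starved diploid yeast enter, and measured how cells taken at successive hours responded to glucose. At each of 8 hours from 2 to 9 h there was 1 array of cells in SPM and 1 array of cells at 0, 20 and 40 min after transfer to glucose, all against RNA of YPA cells. The hours 2, 3 and 4 h formed the early window (n = 3 hours) and 6, 7, 8 and 9 h the late window (n = 4 hours). The study places commitment, the point after which cells finish sporulation even if nutrients return, at around 5 to 6 h, so the 6 h arrays may lie within it. Over the SPM, 20 min and 40 min arrays the median sample signal was 833 units in the early and 1208 units in the late window. Values are log2 ratios with standard errors, and the number of arrays limits their precision.

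The SPM arrays show which genes distinguished sporulating cells from the YPA cells of the reference, which came from another experiment of the study. At 2 to 4 h genes of meiotic prophase stood far above YPA. IME2, the kinase that drives entry into meiosis, was 45.8-fold higher (5.52 ± 0.60, adjusted p = 0.00159). MEK1, a kinase of the meiotic chromosome axis, was at least 40.2-fold higher (5.33 ± 0.48, adjusted p = 0.00118), the axis protein HOP1 at least 38.7-fold and the meiotic recombinase DMC1 29.7-fold. NDT80, the transcription factor that turns on mid-sporulation genes, was 15.3-fold higher (3.94 ± 0.95, adjusted p = 0.0248). Ribosomal protein and glycolytic genes were lower, with RPS3 17.2-fold and phosphoglycerate mutase GPM1 14.8-fold below YPA.

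By list, 20 of the 23 early recombination genes were higher at 2 to 4 h and 3 did not pass (median 2.44, camera adjusted p = 7.54e-16). All 10 histone genes were higher (median 1.68, adjusted p = 1.3e-06), as were 24 of 34 proteasome genes (1.34, adjusted p = 5.85e-13), 6 of 24 meiotic division genes (1.67, adjusted p = 6.44e-06), 6 of 31 mid-sporulation genes (2.60, adjusted p = 5.56e-07) and IME2, NDT80, RIM4 and IME4 of 11 meiotic regulators (1.36, adjusted p = 0.00818). Of 134 ribosomal protein genes 109 were lower, 2 higher (RPS21A and RPL8B) and 23 did not pass (-2.26, adjusted p = 2.53e-27). Lower lists also included glycolysis (16 of 19 lower, -2.45, adjusted p = 5.25e-10), the TCA cycle and respiratory chain (18 of 44, -0.82, adjusted p = 1.74e-08), the mitochondrial ribosome (19 of 61, -0.43, adjusted p = 1.33e-06), the stress response (17 of 43, with the repressor gene XBP1 higher, -0.93, adjusted p = 3.91e-06) and hexose transport (7 of 19, led by the transporter gene HXT3, -0.68, adjusted p = 0.0035). Gluconeogenesis (-0.72, adjusted p = 0.0112, SIP4 and CRC1 higher), ergosterol synthesis (-0.39, adjusted p = 0.0413, HMG2 higher) and rRNA processing (-0.21, adjusted p = 0.00818, BUD21 higher) were lower, and the calls of the first pair were lost without 4 h (adjusted p = 0.0883 and 0.194), that of ergosterol also after median subtraction (0.114) and with 5 h placed late (0.0574). None of these 15 lists passed with an estimated correlation (adjusted p = 0.205 to 0.648). Of 17 called genes named in the text for early SPM, NDT80 (adjusted p = 0.125 and 0.107 without 3 and 4 h), RIM4, XBP1, SIP4, CRC1, BUD21 and PUT4 lost their call without some hour. In all, 506 genes were higher and 674 lower. That split became 765 and 410 after median subtraction without loess and 631 and 533 in the deposited value table, and the number of genes fell to 757, 360 and 695 without the 2, 3 and 4 h arrays.

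At 6 to 9 h genes of mid- and late sporulation stood far above YPA. SGA1, the sporulation glucoamylase, was at least 92.6-fold above YPA (6.98 ± 0.96, adjusted p = 0.00132), the mid-sporulation gene SPS4 at least 96.1-fold (6.96 ± 0.92, adjusted p = 0.00114) and DIT1, which makes the dityrosine layer of the spore wall, at least 90.4-fold (6.95 ± 0.40, adjusted p = 5.03e-05). Of 31 mid-sporulation genes 30 were higher and 1 lower (SPO75, median 4.77, adjusted p = 1.23e-10). Higher too were 5 of 6 late sporulation genes (DIT1, DIT2, IRC18, DTR1 and RRT8, 5.12, adjusted p = 0.000194), 20 of 24 division genes (2.18, adjusted p = 1.23e-05), among them AMA1, a meiotic activator of the anaphase-promoting complex, at least 36.3-fold, and 41 of 113 rRNA processing genes (0.49, adjusted p = 1.09e-06). Early recombination genes were still higher in 11 of 23 cases (0.55, adjusted p = 0.000846). None of these 5 list calls held with an estimated correlation. IME1, the master regulator of meiotic entry, was 4.54-fold below YPA (-2.18 ± 0.41, adjusted p = 0.00469).

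Of 44 TCA and respiratory genes 38 were lower and none higher at 6 to 9 h (-1.74, adjusted p = 2.43e-17), with IDH1, a subunit of isocitrate dehydrogenase, 14.2-fold and SDH1, of succinate dehydrogenase, 11.6-fold lower. Glycolysis (17 of 19 lower, -2.35, adjusted p = 4.47e-07), gluconeogenesis (14 of 20 lower, ADY2 higher, -1.77, adjusted p = 1.49e-05), chaperones (13 of 15, -1.49, adjusted p = 6.32e-06), the proteasome (20 of 34, -0.76, adjusted p = 1.41e-06), ergosterol synthesis (13 of 24, IDI1 higher, -1.03, adjusted p = 3.73e-05), hexose transport (8 of 19, MIG3 and MTH1 higher, -1.03, adjusted p = 0.0182), the mitochondrial ribosome (21 of 61, with 5 higher led by MRPS17, -0.24, adjusted p = 0.0139) and the stress response (19 of 43, with 10 higher, -0.51, adjusted p = 0.0421) were lower as lists. So were ribosomal proteins (-0.63, adjusted p = 0.000194), where 10 of 134 passed lower and 3 higher (RPS21A, RPL15A and RPL6B), against 0 and 0 adjusted over the list alone. With an estimated correlation the TCA list kept its call (adjusted p = 0.047) and the other 14 did not (adjusted p = 0.0594 to 0.745). The calls of the ribosomal protein and stress lists were lost without 6 h (adjusted p = 0.179 and 0.143) that of the stress list also with 5 h placed early (0.0569), and that of the mitochondrial ribosome without 9 h (adjusted p = 0.0539) and after median subtraction (0.0505). Of 30 called genes named for late SPM 11 lost their call without some hour, among them MRPS17, SPO75, RPS21A, RPL15A, ADY2, IDI1, MIG3 and MTH1. In all 1204 genes were higher and 1144 lower, 1460 in total without 7 h and 1498 without 8 h. Only the 6 h array of this window shared its scan session with the early SPM arrays; with session as a block 195 genes passed, 2294 of the 2348 kept their sign, and the rRNA processing and mitochondrial ribosome calls were lost (adjusted p = 0.721 and 0.27). Counting single hours, 2168 genes were at least 2-fold over YPA and 2060 at least 2-fold under it at 1 or more of the 8 hours.

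Comparing late with early SPM arrays directly asks how the programme advanced. DIT1 was at least 98.1-fold higher late (6.62 ± 0.61, adjusted p = 0.00241), DIT2, of the same pathway, by 5.13 ± 0.48 (above background on 1 of 3 early arrays), SDD1 at least 35.3-fold, the hexose transporter gene HXT10 44.1-fold (5.46 ± 0.68, adjusted p = 0.00521), FAT3 28.6-fold and the stress gene DDR2 28.1-fold. TOR1, a kinase of nutrient signalling, was 8.93-fold higher (3.16 ± 0.32, adjusted p = 0.00262) and XBP1 6.02-fold. IDH1 was 12.7-fold lower (-3.66 ± 0.32, adjusted p = 0.00241), arginase CAR1 12.6-fold, IME1 11.6-fold (-3.54 ± 0.62, adjusted p = 0.0142), the oligopeptidase gene PRD1 11.1-fold, HOP1 11.1-fold and the recombination gene RAD52 10.6-fold. NDT80 (0.88 ± 1.26, adjusted p = 0.702) and SPS4 (2.66 ± 1.40, adjusted p = 0.268) did not pass.

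Of 34 proteasome genes 27 were lower late and 7 did not pass (-2.20, adjusted p = 9.7e-23). Of 23 early recombination genes 15 were lower (-1.72, adjusted p = 6.31e-11), of 44 TCA and respiratory genes 10 (-0.93, adjusted p = 2.75e-10), of 10 histones 4 (HTB2, HTA2, HHF2 and HHT2, -1.50, adjusted p = 0.000225) and of 15 chaperones 5 (SSA1, HSC82, YDJ1, SSE1 and HSP82, -1.40, adjusted p = 0.00115). Gluconeogenesis (SIP4, MDH2, CRC1 and ODC1 lower, -0.87, adjusted p = 0.0215), G1/S genes (RFA1, RNR1, RFA2 and RFA3 lower, -0.30, adjusted p = 0.0167) and ergosterol synthesis (7 lower, ERG3 and ERG9 higher, -0.38, adjusted p = 0.0425) shifted down with fewer members past the threshold. These 3 calls depended on single hours: gluconeogenesis was lost without 2 or 6 h (adjusted p = 0.07 and 0.0846), G1/S without 2 or 8 h (0.0545 and 0.0507) and ergosterol without 2, 3 or 6 h (0.112, 0.0545 and 0.124). Gluconeogenesis and ergosterol were also lost under the study's recipe (adjusted p = 0.0556 for each), scale normalisation (0.102 and 0.254), in the value table (0.159 and 0.1) and with 5 h placed early (0.0679 and 0.192), and ergosterol with no filter on dim genes (0.0558). Higher lists were ribosomal proteins (12 higher, RPL43B, RPL40B and RPL8B lower, 1.59, adjusted p = 2.21e-15), rRNA processing (15 of 113 higher, 0.64, adjusted p = 3.11e-12), mid-sporulation genes (2.25, adjusted p = 0.000239), none of whose 31 members passed alone, and late sporulation (DIT1 and DIT2, 2.63, adjusted p = 0.00289). Adjusted over the list alone, 31 proteasome, 20 early recombination, 22 TCA, 23 ribosomal protein and 20 rRNA processing genes passed in these directions. None of the 12 lists passed with an estimated correlation (adjusted p = 0.155 to 0.629).

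In total 233 genes were higher and 345 lower late in SPM. The number was 230, 118, 217 and 217 without 2, 3, 7 and 8 h, where the IME1 call was lost in 3 cases (adjusted p = 0.055, 0.0742 and 0.0565 without 2, 3 and 8 h), and 891 without 6 h. With session as a block, where the difference rests on the 6 h array alone against 3 early arrays, limma called 0 genes (928 at an unadjusted p under 0.05). All 578 genes kept their sign, with a median size of 1.54 against 1.86 and a median standard error of 0.427 against 0.334, so the calls ended through a smaller size and a larger error. Of 36 called genes named for this difference 20 lost their call without some hour, among them the histone, G1/S (except RFA1), gluconeogenesis and ribosomal protein members and the chaperone genes HSC82, HSP82, SSE1 and YDJ1. Blocked values were 6.34 for DIT1, -3.94 for IDH1, -2.62 for IME1 and -1.84 for the median proteasome gene, while the ribosomal protein and G1/S list calls were lost (0.30, adjusted p = 0.3, and -0.09, adjusted p = 0.726).

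Moving cells to glucose at 2 to 4 h lowered genes of meiotic entry and prophase. DMC1 fell at least 31.4-fold against SPM of the same hours (-4.98 ± 0.51, adjusted p = 0.00012). MEK1 fell 32.1-fold (-5.01 ± 0.42, adjusted p = 8.83e-05) and HOP1 20.7-fold (-4.37 ± 0.51, adjusted p = 0.000203), each above background on 1 of 6 glucose arrays. IME2 fell 18.8-fold (-4.23 ± 0.47, adjusted p = 0.000159), NDT80 6.07-fold (-2.60 ± 0.46, adjusted p = 0.00178), IME1 5.20-fold (-2.38 ± 0.42, adjusted p = 0.00181) and RIM4, an RNA-binding regulator of meiosis, 13.0-fold. Of the early recombination list 20 of 23 genes fell and 3 did not pass (median -2.34, adjusted p = 8.66e-11), and of the meiotic regulators 6 of 11 fell (-2.02, adjusted p = 0.00425). Of the division genes 8 of 24 fell (-0.68, adjusted p = 0.00338), among them the securin gene PDS1 (3.59-fold), the B-type cyclin gene CLB5 (3.50-fold) and the polo kinase gene CDC5 (2.70-fold, -1.43 ± 0.29, adjusted p = 0.00399). Of the mid-sporulation genes 6 of 31 fell (-0.73, adjusted p = 0.00427), including SPS19, MPC54 and DON1. Adjusted p-values with an estimated correlation were 0.2, 0.172, 0.271 and 0.445 for the regulator, recombination, division and mid-sporulation lists. The mid-sporulation call was also lost without 3 h (-0.32, adjusted p = 0.0657) and at 20 min alone (-0.54, adjusted p = 0.0516). Without pairing by hour (no replicate block), the calls of NDT80 (adjusted p = 0.227), CDC5 (0.441), the division list (0.144) and the mid-sporulation list (0.239) were lost.

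Genes for growth on acetate fell steeply. Acetyl-CoA synthetase ACS1 fell 71.3-fold (-6.16 ± 0.61, adjusted p = 0.000113), malate synthase MLS1 53.1-fold (-5.73 ± 0.65, above background on 1 of 6 glucose arrays), aldehyde dehydrogenase ALD4 43.7-fold (-5.45 ± 0.61), carnitine acetyltransferase CAT2 at least 39.2-fold (-6.13 ± 0.58, adjusted p = 9.82e-05), and PDH1 40.4-fold (-5.34 ± 0.36, adjusted p = 6.62e-05). Phosphoglucomutase PGM2 fell 35.5-fold, the peroxisomal citrate synthase CIT2 25.4-fold, CAR1 25.1-fold and invertase SUC2 12.7-fold. In the gluconeogenesis and glyoxylate list 14 of 20 genes fell, 1 rose (ALD6, of acetate production) and 5 did not pass (-2.79, adjusted p = 1.68e-06). The gluconeogenic genes FBP1 (-0.68 ± 0.67, adjusted p = 0.49) and PCK1 (0.34 ± 0.35, adjusted p = 0.505) did not pass, but FBP1 passed without 4 h (-2.06) and, with the opposite sign, under scale normalisation (2.52). Of the TCA and respiratory genes 25 of 44 fell (-1.31, adjusted p = 1.35e-08), for example mitochondrial malate dehydrogenase MDH1 9.59-fold, and of the stress response genes 28 of 43 (-1.71, adjusted p = 8.66e-11), with the small heat shock gene HSP42 at least 25.4-fold and HSP12 7.40-fold lower. The proteasome list fell in 32 of 34 members (-2.11, adjusted p = 1.79e-13), with RPN10 higher, the histones in 9 of 10 (-1.52, adjusted p = 3.6e-05) and the chaperones in 10 of 15 (-1.67, adjusted p = 0.000738). For these 6 lists the adjusted p with an estimated correlation was 0.172 to 0.206. The TCA and chaperone calls were also lost under scale normalisation, where their medians were -0.11 and -0.97 (adjusted p = 0.0523 and 0.0623).

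Genes of ribosome production rose. RPS3 rose 27.1-fold (4.76 ± 0.47, adjusted p = 0.000113), RPS12 by 4.70 ± 0.50, RPL21B 22.7-fold, RPS24B 21.9-fold and RPS1A 21.4-fold, and of 134 ribosomal protein genes 125 rose, 2 fell (RPL43B and RPS21A) and 7 did not pass (3.64, adjusted p = 1.07e-46). CBF5, the pseudouridine synthase of rRNA, rose at least 18.2-fold (4.83 ± 0.51, adjusted p = 0.000128) and the nucleolar gene NSR1 at least 17.4-fold, with 94 of 113 rRNA processing genes higher and none lower (1.94, adjusted p = 3.53e-29). Of RNA polymerase I and III genes 18 of 27 rose and RRN6 fell (1.00, adjusted p = 6.06e-06), of translation factors 14 of 28 rose, with YEF3 10.2-fold higher, and CAM1 fell (0.99, adjusted p = 3.7e-05). Amino acid synthesis rose in 42 of 57 genes with none lower (1.82, adjusted p = 5.32e-16), for example the branched-chain aminotransferase gene BAT1 17.0-fold (4.09 ± 0.36, adjusted p = 8.83e-05) and the asparagine synthetase gene ASN1 15.3-fold. Glycolysis rose in 13 of 19 (1.59, adjusted p = 4.21e-05), with pyruvate decarboxylase PDC5 12.4-fold higher and the hexokinase genes HXK1 and GLK1 lower. Of the phosphate list 8 of 14 rose, led by the acid phosphatase genes PHO12 and PHO5, and PHO8 fell (1.14, adjusted p = 0.0102). Adjusted p-values with an estimated correlation were 0.172 to 0.271 for these 7 lists.

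The other 9 lists did not pass at 2 to 4 h. For hexose transport and sensing 6 of 19 genes rose, with HXT3 10.3-fold higher, and HXT5 and SUC2 fell (0.80, adjusted p = 0.108). In the ergosterol list 9 of 24 rose and HMG2, ERG10 and ERG13 fell (0.44, adjusted p = 0.0541). Under all 4 other normalisations both lists passed upwards, the ergosterol list with medians of 0.49 to 0.84. The ergosterol list also passed at 40 min alone, with no filter on dim genes, with SPM interpolated and without 6 h. Hexose transport also passed without 3 h. Protein kinase A genes that fell included BCY1, TPK2 and YAK1, and PDE2 rose (list median -0.29, adjusted p = 0.314). BCY1, the inhibitory subunit, fell 2.88-fold (-1.53 ± 0.45, adjusted p = 0.0253), a call lost without 2 h (adjusted p = 0.183), without 3 h (0.121), under scale normalisation, the study's recipe and in the value table. The nitrogen list had 7 higher and 8 lower of 26 genes (median -0.06 against a test in the upward direction, adjusted p = 0.657). G1/S genes (CLN3 and POL12 higher, RFA1, RNR1 and PCL1 lower, PCL1 at 0.03 under scale normalisation, list median -0.13, adjusted p = 0.635), pseudohyphal genes (MEP2 and PHD1 higher, MEP2 at -0.09 under scale normalisation, list median 0.25, adjusted p = 0.195), haploid-specific genes (HO and MF(ALPHA)1 higher, AGA2 lower, -0.19, adjusted p = 0.75) and the mitochondrial ribosome (MRP8 and MRPL13 lower, MRPL13 at 0.13 under scale normalisation, median -0.09 against an upward test, adjusted p = 0.821, but 0.32 and 0.00343 under scale normalisation) held few changed members. In the late sporulation list RRT8 fell and 5 genes did not pass (median 0.13 against a mean of -0.45 and a downward test, adjusted p = 0.583). The G1 cyclin gene CLN3 rose 3.26-fold (1.70 ± 0.29, adjusted p = 0.00147) and HAM1 at least 1.57-fold, a call lost without 2 h or 3 h (adjusted p = 0.11 and 0.106).

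In total 929 genes rose and 944 fell at 2 to 4 h, and 1045 passed without 3 h. Of 68 called genes named above 20 lost their call without some hour: MPC54, DON1, ALD6, RPN10, RPL43B, RRN6, CAM1, GLK1, HXT5, ERG10, BCY1, HAM1, RNR1, PCL1, POL12, HO, MF(ALPHA)1, AGA2, MRP8 and MRPL13. Adjusted over the list alone, 16 gluconeogenesis, 31 TCA, 31 stress, 10 histone, 126 ribosomal protein, 100 rRNA processing and 44 amino acid genes passed in the direction of their list. With scan session as a block 1169 genes rose and 1242 fell, and all 1873 genes kept their sign. Blocked list medians were 3.61 for ribosomal proteins, 1.71 for rRNA processing, -2.50 for early recombination, -3.60 for gluconeogenesis and -2.26 for the stress response. Between arrays of 1 session, at 40 min, ribosomal proteins had medians of 3.82 at 2 h and 3.88 at 3 h, early recombination -2.20 and -2.97, and gluconeogenesis -3.69 and -3.35, with ACS1 at -7.82 and -6.12, RPS3 at 4.48 and 5.57 and DMC1 at -5.34 and -5.65.

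**Figure D1:**
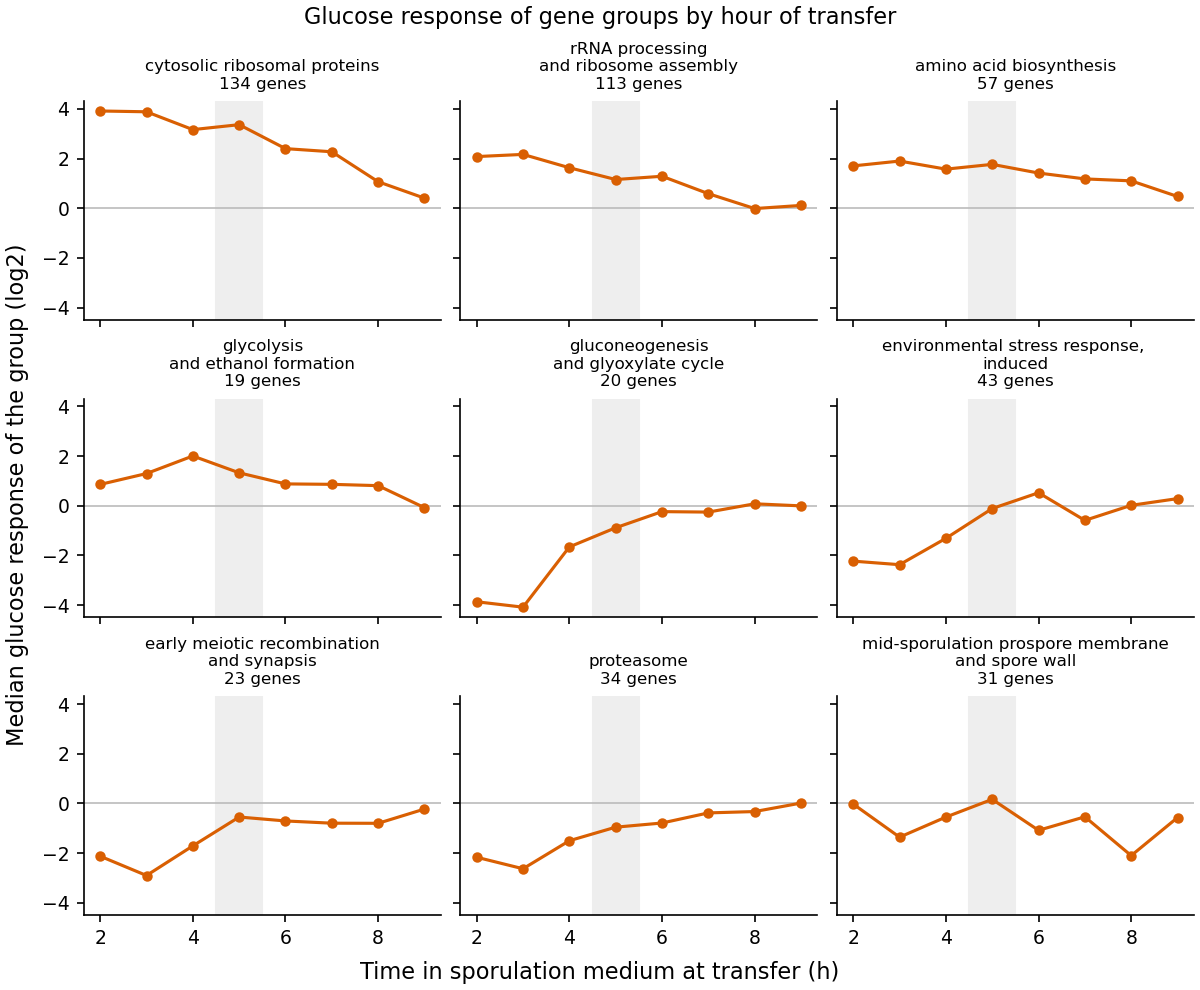
Median log2 glucose response (mean of 20 and 40 min minus SPM) of selected gene lists against hours in SPM. The ribosomal protein median was 3.92 at 2 h and 0.41 at 9 h, and the gluconeogenesis median -3.86 at 2 h and 0.08 at 8 h.

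At 6 to 9 h fewer genes passed. The ammonium permease gene MEP2 rose at least 7.03-fold (3.29 ± 0.44, adjusted p = 0.0148, n = 4 hours), BAT1 6.36-fold (2.67 ± 0.31, adjusted p = 0.0105), MET17, of methionine synthesis, 6.09-fold, ASN1 5.87-fold and ARG8, of arginine synthesis, 4.94-fold. IME1 fell 7.09-fold (-2.83 ± 0.37, adjusted p = 0.0126), DMC1 5.28-fold (-2.40 ± 0.44, adjusted p = 0.0388), IME2 3.44-fold (-1.78 ± 0.40, adjusted p = 0.0498) and CDC5 2.75-fold (-1.46 ± 0.25, adjusted p = 0.0326). SRT1, a prenyltransferase of dolichol synthesis, fell 7.57-fold (-2.92 ± 0.36, adjusted p = 0.0126), the acetyl-CoA hydrolase gene ACH1 4.57-fold, SUC2 4.56-fold and the proline oxidase gene PUT1 3.95-fold. SRT1, IME1 and PUT1 were above background on 4 and DMC1 on 2 of 8 glucose arrays. BCY1 (-0.24 ± 0.39, adjusted p = 0.846), FBP1 (0.24 ± 0.58, adjusted p = 0.913), PCK1 (-0.02 ± 0.30, adjusted p = 0.989), NDT80 (-1.33 ± 0.40, adjusted p = 0.11), the mitotic cyclin gene CLB1 (-1.24 ± 0.29, adjusted p = 0.0541) and CDC20 (-1.05 ± 0.31, adjusted p = 0.106) did not pass.

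Ribosomal protein genes rose in 44 of 134 cases with none lower (median 1.59, adjusted p = 1.46e-68), led by RPS20 (2.22 ± 0.39, adjusted p = 0.0327). Amino acid synthesis rose in 17 of 57 genes with none lower (1.00, adjusted p = 1.42e-25), glycolysis in 2 of 19 (PDC5 and TPI1, 0.59, adjusted p = 1.98e-05), rRNA processing in 1 of 113 (YTM1, 0.47, adjusted p = 8.91e-15), translation factors in 1 of 28 (YEF3, 0.41, adjusted p = 0.00018), and RNA polymerases I and III in none of 27 (0.25, adjusted p = 0.000497, lost in the value table at 0.0962). Mid-sporulation genes fell as a list (SSP1, CRR1 and SPR1 of 31, -1.15, adjusted p = 1.22e-12), as did the division genes (CDC5 of 24, -0.87, adjusted p = 8.14e-10), early recombination (DMC1 and MEK1 of 23, -0.55, adjusted p = 5.24e-06), meiotic regulators (IME1, IME2 and SMK1 of 11, -0.51, adjusted p = 0.00212) and histones (0 of 10, -0.59, adjusted p = 6.53e-05). The TCA list (SDH4 of 44, -0.32, adjusted p = 0.00216) and the proteasome list (0 of 34, -0.34, adjusted p = 0.0152) were called down. The TCA call was lost under all 4 other normalisations, with a positive median under the study's recipe (0.08) and in the value table (0.11). The proteasome call was lost under the recipe, in the value table, under scale normalisation and without 6 or 7 h (adjusted p = 0.164 and 0.0652). Adjusted over the list alone, 123 ribosomal protein and 34 amino acid genes rose, and 13 division, 15 mid-sporulation and 5 early recombination genes fell. With an estimated correlation the adjusted p was 0.0838 for amino acid synthesis and 0.254 to 0.714 for the other 12 lists. Gluconeogenesis (-0.04, adjusted p = 0.979, no gene past the threshold) and the stress response (-0.02, adjusted p = 0.328, GRE1 higher) were not called, but the stress list passed upwards under the study's recipe (0.35), in the value table (0.40), with session as a block (0.33, adjusted p = 0.00333), at 40 min alone (0.21) and without 7 h (0.20).

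In total 93 genes rose and 54 fell at 6 to 9 h, with 945 at an unadjusted p under 0.05. Of the 93 genes 89 also rose early (15.1 expected of independent lists) and of the 54 genes 31 also fell early (8.93 expected). The number of calls was unstable, with 35, 17 and 372 genes without 2, 3 and 4 h, 2 without 6 h and 0 without 7 or 8 h, so each single gene named here was lost when 7 or 8 h was left out. It was 3 at 20 min and 313 at 40 min alone, and 24 without pairing by hour (no replicate block). The split of higher against lower was 124 to 45 after median subtraction, 215 to 38 under the study's recipe and 178 to 19 in the value table, where the median of all genes moved by up to 0.161, and 6 to 4 under scale normalisation. With scan session as a block 128 genes rose and 143 fell, all 147 genes kept their sign, and list medians were 1.43 for ribosomal proteins, 1.03 for amino acid synthesis and -1.33 for mid-sporulation genes, while the TCA call was lost (-0.16, adjusted p = 0.226). Within 1 session, at 7 h and 40 min, the ribosomal protein median was 2.35, the amino acid median 1.34, the mid-sporulation median -1.19 and IME1 -3.61.

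**Figure D2:**
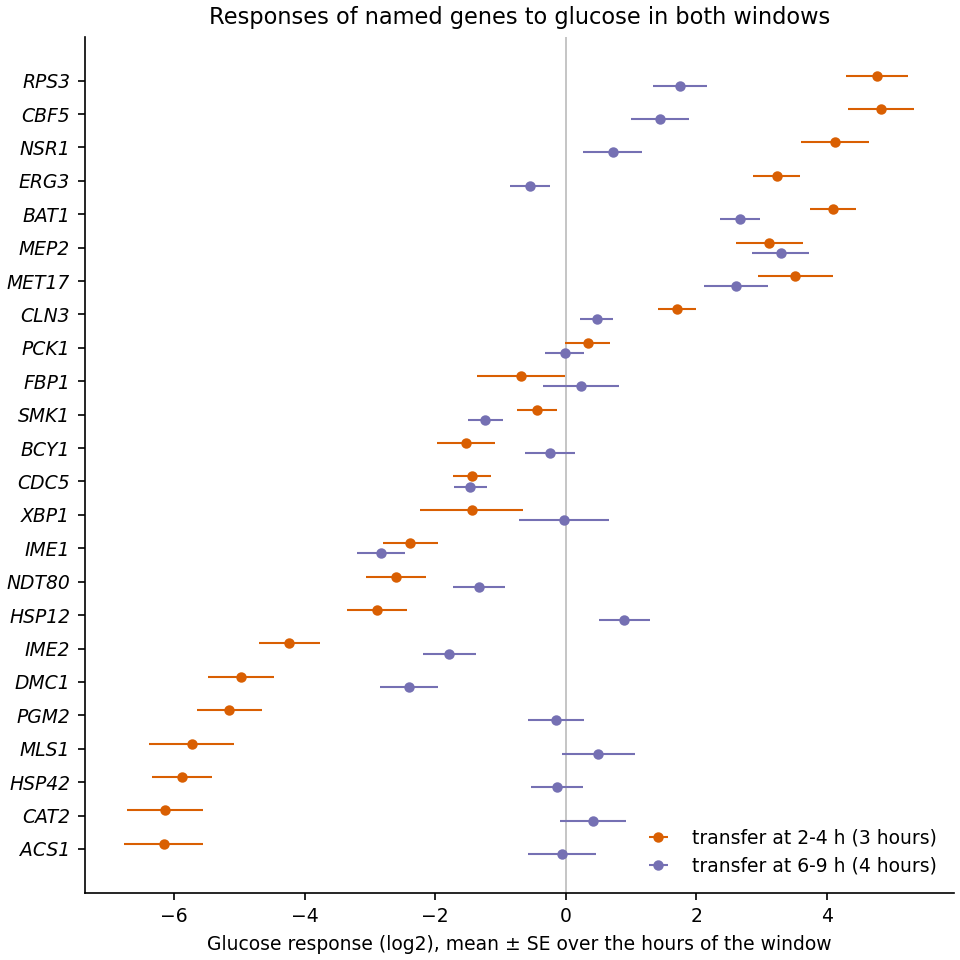
Log2 glucose response of 24 genes in the early (2 to 4 h, n = 3 hours) and late (6 to 9 h, n = 4 hours) window, with bars of 1 standard error. ACS1 stood at -6.16 early, whereas IME1 stood at -2.38 early and -2.83 late.

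The difference between the windows tests whether the change from SPM differed, with positive values where the late response was higher. The SPM levels of some lists moved as well. Their medians over YPA went from -2.45 at 2 h to 0.61 at 9 h for ribosomal proteins. For the proteasome they went from 1.37 to -1.03 and for early recombination from 2.09 to 0.25. Those of amino acid synthesis moved little (-0.07 and 0.19). A difference therefore does not separate a changed response from a changed starting level. CAT2 (6.55 ± 0.77, adjusted p = 0.0026), MLS1 (6.23 ± 0.86, adjusted p = 0.00392) and ACS1 (6.10 ± 0.80, adjusted p = 0.00377) had large differences, as had SPG4 (6.03 ± 0.44, adjusted p = 0.00044), HSP42 (5.74 ± 0.60) and ICL2 (5.48 ± 0.44, adjusted p = 0.000507), all above background on 3 to 5 of the 9 early arrays, CAT2 and HSP42 on none of the 6 with glucose. These sizes and their order are therefore uncertain. HOP1 (3.17 ± 0.67) and IME2 (2.45 ± 0.62, adjusted p = 0.0329) were less lowered late. HSP12 (3.79 ± 0.61, adjusted p = 0.00699), lowered early, was not lowered late (0.90 ± 0.40, adjusted p = 0.291). The responses of the sterol desaturase gene ERG3 (-3.78 ± 0.47, adjusted p = 0.00298), NSR1 (-3.41 ± 0.69), the metallothionein gene CUP1-2 (-3.38 ± 0.47), CBF5 (-3.38 ± 0.67), RPS12 (-3.33 ± 0.66) and the ribosome export gene NMD3 (-3.30 ± 0.41) were lower late. NSR1 and CBF5 were above background on none of the 3 early SPM arrays, so their sizes are uncertain too. For IME1 (-0.45 ± 0.56, adjusted p = 0.674), CDC5 (-0.03 ± 0.39, adjusted p = 0.973), NDT80 (1.27 ± 0.61, adjusted p = 0.219) and BCY1 (1.29 ± 0.60, adjusted p = 0.2) no difference was detected.

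Lists whose late response was higher were the stress response (18 of 43 genes, 1.88, adjusted p = 3.04e-15), the proteasome (21 of 34, 1.80, adjusted p = 1.36e-15), early recombination (13 of 23, 1.69, adjusted p = 1.37e-10), gluconeogenesis (9 of 20, 2.65, adjusted p = 1.24e-08), the TCA cycle (9 of 44, 0.96, adjusted p = 9.7e-08), chaperones (STI1, HSP82, HSC82, KAR2 and AHA1 of 15, 1.23, adjusted p = 6.53e-05) and histones (0 of 10, 0.97, adjusted p = 0.00324). Lower were ribosomal proteins (61 of 134, with RPL43B and RPS21A higher, -2.01, adjusted p = 4.23e-26), rRNA processing (40 of 113, -1.41, adjusted p = 8.89e-22), amino acid synthesis (11 of 57, with ARG3 higher, -0.69, adjusted p = 0.000212), RNA polymerases I and III (RPA34, RPC40, RPC82 and RPA43 of 27, -0.91, adjusted p = 0.000617), translation factors (EFB1, CDC33, YEF3 and TIF4631 of 28, -0.71, adjusted p = 0.00324), glycolysis (PDC5, HXK2, GPM1 and PGI1 of 19, with HXK1 higher, -0.82, adjusted p = 0.0126), the phosphate list (PHO12, VTC1 and PHO86 of 14, with PHO8 higher, -1.07, adjusted p = 0.0188) and hexose transport and sensing (HXT3, STD1 and MIG3 of 19, -0.82, adjusted p = 0.046). Adjusted over the list alone, 27 stress, 26 proteasome, 17 early recombination and 14 gluconeogenesis genes were higher and 100 ribosomal protein and 68 rRNA processing genes lower. With an estimated correlation the adjusted p was 0.263 to 0.414 for these 15 lists. Division genes (median 0.03, mean -0.04, adjusted p = 0.963), mid-sporulation genes (-0.21, adjusted p = 0.486), meiotic regulators (0.49, adjusted p = 0.0937, but 0.0383 under scale normalisation, 0.0349 without 4 h and 0.0334 with SPM interpolated, all upwards) and protein kinase A genes (-0.02, adjusted p = 0.331, with YAK1 and TPK2 among those higher) were not called. With SPM interpolated to the time of harvest, which also left out 9 h, the division and mid-sporulation lists were called higher late (0.77 and 0.82, adjusted p = 0.00256 and 0.00517). Without 3 h, in contrast, the mid-sporulation list was called lower (-0.78, adjusted p = 0.028).

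In total 330 genes had a higher and 334 a lower response late. The number was 175, 107, 215 and 238 without 2, 3, 8 and 9 h and 1207 without 4 h. The IME2 call was lost without 2, 3, 7, 8 or 9 h (adjusted p = 0.122, 0.148, 0.0752, 0.0766 and 0.0872) and without pairing by hour (0.336), and that of HOP1 without 2, 3, 8 or 9 h (0.0766, 0.101, 0.0582 and 0.0531), and those of NSR1, CBF5 and RPS12 without 3 h (0.0662, 0.0835 and 0.0777) or 8 h (0.0546, 0.0542 and 0.0515), that of RPS12 also without 2 h (0.0501). Of 45 called genes named for the difference 31 lost their call without some hour, including all named chaperone, glycolysis (except HXK1) and phosphate members. The glycolysis call was lost without 4 h (adjusted p = 0.264), 9 h (0.0602), with session as a block (0.196) and in an unpaired fit (no replicate block, 0.194), and the hexose transport call without 4, 7, 8 or 9 h (adjusted p = 0.161, 0.0875, 0.0771 and 0.0602), at 20 min alone (0.072) and with the session block (0.0617). The median of all genes moved by up to 0.153 between normalisations. Under scale normalisation the split was 126 to 80 and the TCA and phosphate calls were lost (medians 0.096 and -0.67, camera adjusted p = 0.0625 and 0.12). With session as a block 1385 genes passed (666 higher, 719 lower), all 664 genes kept their sign, and list medians were 3.87 for gluconeogenesis, 2.74 for the stress response, 1.85 for the proteasome and -2.06 for ribosomal proteins. The SPM and 40 min arrays of 2 and 3 h shared session 1, and those of 7 h shared session 2. Within these pairs ACS1 stood at 0.97 at 7 h against -7.82 and -6.12 at 2 and 3 h. HSP42 stood at -0.08 against -6.58 and -6.63, NSR1 at 0.62 against 3.73 and 2.83 and ERG3 at -0.52 against 3.53 and 3.86. The early and the late pairs thus lie in different sessions. A fit to such arrays alone has 7 h at 40 min as its only late value, so its calls for the difference are not given. Its median differences were -0.74 for RNA polymerases I and III, 1.00 for histones, -0.39 for amino acid synthesis and 0.30 for glycolysis, whose sign turned.

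**Figure D3:**
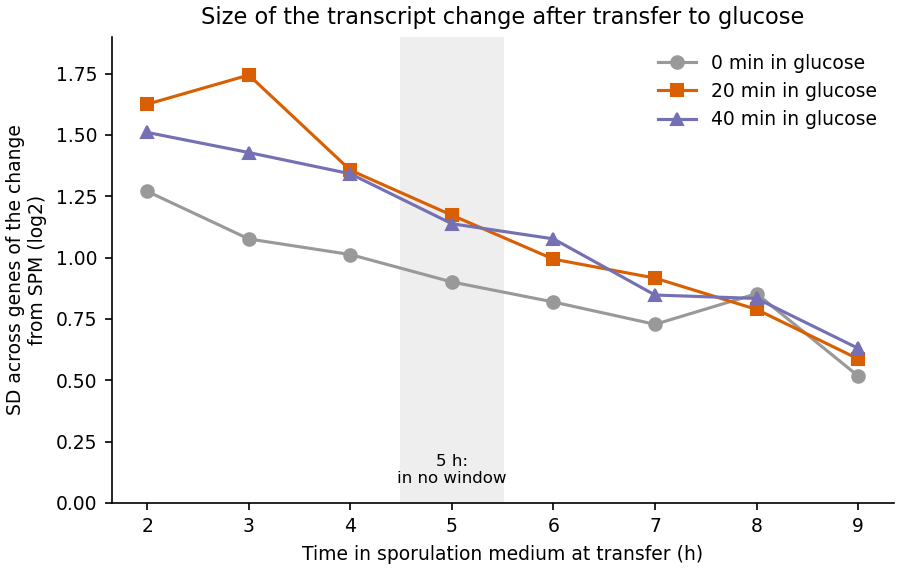
Standard deviation across genes of the log2 change from SPM at 0, 20 and 40 min in glucose, against hours in SPM. At 20 min it was 1.63 at 2 h and 0.587 at 9 h.

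The size of the whole response differed along the hours. The standard deviation across genes of the mean response was 1.54, 1.52, 1.32, 1.10, 0.997, 0.766, 0.774 and 0.561 at 2 to 9 h, with 1591 genes at least 1.5-fold up and 1709 down at 2 h against 651 and 585 at 9 h. Across genes, which are not independent replicates, responses of 2 and 3 h correlated at 0.912, of 3 and 4 h at 0.651, of 7 and 8 h at 0.473 and of 8 and 9 h at 0.236. The mean r was 0.705 within the early window, 0.335 within the late window and 0.357 between windows, and within minus between windows was 0.101 (exact one-sided permutation p = 0.114 over 35 splits, where the smallest possible is 0.0286). At 40 min alone, or with 5 h placed early, this difference was 0.169 and 0.129, each with the smallest exact p of 0.0286. At 20 min alone, or with 5 h placed late, it was 0.017 and 0.0308 (exact p = 0.343 and 0.304). The 5 h response correlated at 0.667 with the early and 0.576 with the late mean.

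Whether mid-sporulation genes fall on transfer to glucose solution was asked without arrays of cells spun and resuspended without glucose. Glucose is thus not separated from handling or the loss of SPM. The question was put to 50 genes of the division and mid-sporulation lists that were at least 2-fold over YPA in late SPM. On transfer at 6 to 9 h 46 of them had a mean response at least 1.5-fold lower, none 1.5-fold higher, 1 (SPS19, of peroxisomal fatty acid oxidation) lay within 1.3-fold of no change and 3 (CLB3, CLB6 and SPO71) in between. The median was -1.04, or 2.06-fold lower (SD of the hour medians 0.551, n = 4 hours), and 4 genes passed limma's adjusted threshold, all lower: SSP1 (-1.76 ± 0.39, adjusted p = 0.0498), CDC5, CRR1 (-1.45 ± 0.27, adjusted p = 0.0401) and SPR1 (-1.28 ± 0.26, adjusted p = 0.0417). Median responses were -1.10, -0.59, -1.81 and -0.69 at 6, 7, 8 and 9 h, with 36, 26, 47 and 26 genes lowered, 6, 15, 0 and 17 within 1.3-fold and 0, 1, 0 and 2 raised. On the 0 min arrays the medians were -0.06, -0.66, -1.78 and -0.11, but that of 8 h was a weak array, with the largest difference between duplicate spots (SD 0.537) and 24.99% of genes above background in the reference. At 20 and 40 min the 8 h medians were -1.77 and -1.85. All of these 8 h values subtract the same SPM array, so they are not independent. That SPM array belonged to session 4 and the 20 and 40 min arrays to session 2. Leaving out each hour gave 38 to 48 lowered genes and medians between -1.22 and -0.75. With SPM interpolated to the time of harvest, which also left out 9 h, 34 genes were lowered (median -0.71). With session as a block the median was -1.36, and within 1 session at 7 h and 40 min 37 genes were lowered (median -1.33). The 50 genes were chosen by the SPM arrays from which the response is taken, which by itself favours a fall. The other 778 genes chosen in the same way had a median of -0.48, with 335 lowered and 35 raised, and how much of that is the choice was not tested. Over all 55 measured members of the 2 lists, chosen without these values, 46 were lowered (median -1.01).

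**Figure D4:**
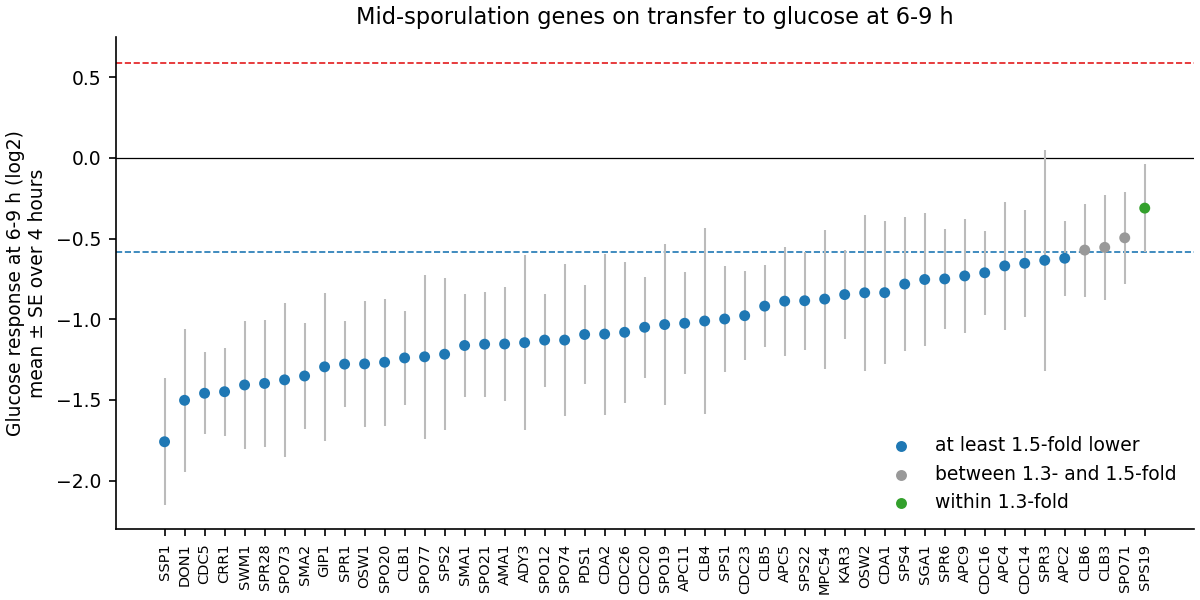
Log2 glucose response of the 50 mid-sporulation genes at 6 to 9 h, with 1 mean per gene and bars of 1 standard error. By hour, which is not drawn, the median of the genes was -1.10 at 6 h, -0.59 at 7 h, -1.81 at 8 h and -0.69 at 9 h.

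Cells harvested at 0 min, directly after the spin and resuspension, already differed from SPM cells early on. At 2 to 4 h NSR1 was at least 26.6-fold higher at 0 min (5.27 ± 0.48, adjusted p = 3.63e-05), RPL8A 22.4-fold (4.49 ± 0.31, adjusted p = 1.82e-05), CBF5 at least 11.7-fold and the phosphodiesterase gene PDE2 17.9-fold (4.16 ± 0.53, adjusted p = 0.000192), while XBP1 was 6.01-fold (-2.59 ± 0.26, adjusted p = 4.77e-05) and NDT80 3.56-fold lower (-1.83 ± 0.45, adjusted p = 0.0111). Of the ribosomal protein genes 127 of 134 rose (2.73, adjusted p = 1.18e-55), of rRNA processing 95 of 113 (1.99, adjusted p = 3.51e-36), of RNA polymerases I and III 17 of 27 with RRN6 lower (1.15, adjusted p = 2.26e-07), of translation factors 14 of 28 (adjusted p = 3.46e-07), of hexose transport and sensing 11 of 19 with the repressor gene MIG1 8.50-fold higher (1.04, adjusted p = 0.000107) and of glycolysis 8 of 19 (0.81, adjusted p = 6.76e-05). Amino acid synthesis rose as a list (17 higher, ARG1, ARO1, HIS5 and LYS9 lower, 0.45, adjusted p = 0.0159), a call lost without 4 h (adjusted p = 0.0543) and after median subtraction (0.0675). Gluconeogenesis (9 lower, ALD6 higher but at -0.0091 with session as a block, -0.92, adjusted p = 0.000401, but -0.45 and 0.201 under scale normalisation) and the proteasome (11 of 34 lower, -0.67, adjusted p = 5.45e-05) fell as lists. So did the TCA (7 of 44 lower, -0.45, adjusted p = 0.000899), stress (8 of 43 lower, YGP1 higher, -0.53, adjusted p = 0.00279) and mitochondrial ribosome lists (13 of 61 lower, MRPL17 and MRPL20 higher, the latter at -0.10 with session as a block, -0.37, adjusted p = 0.0106, lost without 4 h at 0.0798, after median subtraction at 0.0612, under the recipe at 0.245 and in the value table at 0.228), whose medians were above 0 under scale normalisation (0.29, 0.12 and 0.05). Early recombination genes were not called (-0.11, adjusted p = 0.711), with SAE3 and REC8 higher and MSH5 and REC114 lower (REC8 at -0.63 under scale normalisation). Under scale normalisation this list was called lower (-2.04, adjusted p = 2.18e-06), as were histones (-1.77), division genes (-0.76), meiotic regulators (-0.65) and mid-sporulation genes (-0.64), none of them called in the main fit. Division genes were also called lower with session as a block (-0.87, adjusted p = 0.000234). With an estimated correlation the adjusted p of the 12 called lists was 0.253 to 0.413.

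In total 852 genes were higher and 606 lower at 0 min early (659 in all without 2 h, 768 without 3 h, 867 with no replicate block), a split that was 754 to 299 under the study's recipe and 581 to 116 in the value table, where the median of all genes moved by up to 0.1. Of 20 called genes named here 13 lost their call without some hour. These were NDT80 (adjusted p = 0.126 and 0.0568 without 3 and 4 h), ALD6, ARG1, ARO1, HIS5, LYS9, MRPL17, MRPL20, MSH5, REC114, REC8, RRN6 and YGP1. These arrays shared 1 scan session that held no early SPM array, and with session as a block 33 genes were higher and 1 lower (770 at an unadjusted p under 0.05). Of the 1458 genes 1349 kept their sign, the median size went from 1.40 to 0.999 and the median standard error from 0.310 to 0.645. Ribosomal protein and rRNA processing genes kept their calls with the block (2.20 and 1.21, adjusted p = 9.61e-47 and 1.8e-21), whereas the TCA, stress and amino acid medians changed sign (0.03, 0.42 and -0.28) and the gluconeogenesis, hexose transport, proteasome and mitochondrial ribosome calls were lost (adjusted p = 0.398, 0.0527, 0.112 and 0.121).

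At 6 to 9 h limma called 0 genes at 0 min (692 at an unadjusted p under 0.05, 9 adjusted with the session block, all higher). As lists, ribosomal proteins (0.59, adjusted p = 1.11e-25), rRNA processing (0.39, adjusted p = 6.64e-10), translation factors (0.31, adjusted p = 9.87e-05) and RNA polymerases I and III (0.16, adjusted p = 0.01) were higher, and mid-sporulation genes (-0.67, adjusted p = 2.92e-07), division genes (-0.46, adjusted p = 1.91e-05), early recombination (-0.41, adjusted p = 4.63e-05) and meiotic regulators (-0.63, adjusted p = 0.000238) lower. With an estimated correlation the adjusted p was 0.222 for the regulators and 0.535 to 0.652 for the others, and the mid-sporulation call was lost without 8 h (adjusted p = 0.24) and the polymerase call without 6 h (0.202), under the recipe (0.393), in the value table (0.991) and with the session block (0.0961). IME2 stood at -1.55 ± 0.27 (adjusted p = 0.0998) and PDE2 at 1.99 ± 0.46 (adjusted p = 0.143). The SPM and 0 min arrays of 8 h shared session 4, and those of 9 h shared session 2. Within these pairs mid-sporulation medians at 0 min were -2.24 at 8 h and 1.93e-05 at 9 h, and ribosomal protein medians 0.23 and 0.19. A fit to these 2 hours lost the rRNA processing, translation and polymerase calls (adjusted p = 0.0566, 0.0618 and 0.328). Between normalisations the median of all genes moved by up to 0.103 here and 0.12 in the difference of the immediate responses. The immediate response differed between the windows for 519 genes (103 higher and 416 lower late), for 57, 79, 246, 269 and 263 genes without 2, 3, 7, 8 and 9 h, for 901 without 6 h and for 0 genes with session as a block (limma, 523 at an unadjusted p under 0.05).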

Values the study reported

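The study reported about 1,400 genes induced more than 2-fold during sporulation. It counted 269 genes with such an induction in mid-sporulation, of which around 125 went down within 10 minutes of a transfer to YPD, a rich medium with glucose. Most of the remaining genes went down in YPD at later times, and only a small minority kept stable expression. After transfer to YPD, around 1,200 genes were repressed over 2-fold in cells moved early and around 480 in cells moved later. It stated that neither glucose alone nor YPA was enough to lower the mid-sporulation genes.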

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

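The tests of scan session other than the session block, and of sample signal, were chosen only after the results were seen; the session block, the exchange of arrays and the other splits of the hours were planned. The glucose response differed between the windows for 664 genes and 15 gene lists (0 lists with an estimated correlation). Between SPM and 40 min arrays of the same session, the SD across genes of the change was 1.51 at 2 h and 0.847 at 7 h, a ratio of 1.78. This argues against an offset between sessions as the whole cause. The 2 h pair and the 7 h pair lie in different sessions, so a difference in scale between sessions was not tested by it. A weaker signal late is argued against by the sample signal, which was 1.45 times higher at 6 to 9 h (1208 against 833 units). Of 35 splits of the 7 hours only the real one gave 664 genes, and the highest of the others gave 24. The smallest exact p that 35 splits allow is 0.0286, and the hours form an ordered course. The splits therefore cannot exclude chance. A change in how cells at 6 to 9 h respond to glucose may remain as a biological explanation, as a hypothesis. Commitment, time in SPM and culture were not varied separately. The SPM levels before transfer also differed between the windows, and how much of the difference follows from them was not tested.

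The immediate response, at 0 min, differed between the windows for 519 genes. An exchange of the 0 and 20 min arrays is argued against because the SD across genes was larger at 20 than at 0 min in 3 of the 3 early hours. The 0 min change at 3 and 4 h correlated across genes at 0.634 with the 2 h response within 1 session. Both subtract early SPM arrays of session 1, so this cannot exclude scan session. Chance could not be excluded, since 2 of 35 splits gave as many genes, and the split of 7, 8 and 9 h from the rest gave 568 against the real 519. The size of the early change stays open, because the 0 min arrays of 2 to 4 h share a session that held no early SPM array and with session as a block 34 genes passed for it (770 at an unadjusted p under 0.05), and for the difference limma called 0 genes (523 at an unadjusted p under 0.05); a response during the spin and resuspension may contribute and was not tested.

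In SPM alone, 578 genes differed between the windows. Only the real split, 1 of 35, gave as many genes, which for an ordered course of hours cannot exclude chance. The highest of the others, 331 genes for 7, 8 and 9 h against the rest, follows scan session, since the SPM arrays of 2 to 6 h share 1. With session as a block limma called 0 genes (928 at an unadjusted p under 0.05), as described with the effect sizes above. Session as the whole cause is argued against by the 6 h array, which shares its session with the early arrays: of 891 genes called without 6 h, 79.6% lay beyond all 3 early arrays in the called direction at 6 h. How much of each single change is progress of sporulation and how much may be session stays open.

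A single hour or array that lay far from the others of its group was found in 9 of 114 groups, and chance flags about 1 in 20 groups. The early recombination median response was -0.23 at 9 h and the glycolysis median response -0.0746 at 9 h. In SPM the TCA median was -2.13 at 9 h. Among genes, MSB2, a sensor of the pseudohyphal pathway, had a response of 0.82 at 8 h, TOR1 -0.58 at 7 h, MLS1 2.64 at 6 h and ARG8 1.99 at 9 h. The median reference signal was 982 units on the SPM array of 8 h and 337 units on the 0 min array of 8 h.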

How the results depend on the processing

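Arrays of 1 scan session, SPM interpolated to the time of harvest and all measured members of the mid-sporulation lists were alternatives chosen only after the data were seen. The others were planned. Interpolation took the SPM array of the next hour as well, so it left out 9 h and changed the hours together with the baseline. Of 6361 values of named genes under an alternative, 5174 kept direction and side of the threshold, 990 were no longer past it and 65 came past it. A further 125 changed direction without a call in the main fit or the alternative, and 7 changed direction with a call in at least 1 of them. Of 4342 list values the numbers were 3798, 214, 126, 193 and 11. Signal over background limits the depth of each array, and the cause of the changes below was not tested unless the setting itself uses fewer arrays. The glucose response at 6 to 9 h (147 genes) gave 253 genes under the study's recipe, 10 under scale normalisation, 93 with no filter on dim genes, 3 at 20 min only, 313 at 40 min only, 387 with 5 h in the late window, 84 with an intensity trend and robust prior, 271 with session as a block and 517 on arrays of 1 session. The last of these counts has 7 h at 40 min as its only late value, so its error comes from the early hours alone. It therefore does not measure the 6 to 9 h window and cannot be set against the 147 genes. The difference of the glucose response (664) gave 206 under scale normalisation, 433 in the value table, 238 with 5 h early and 1385 with session as a block. The SPM difference (578) gave 328 with 5 h late and 0 genes in limma with session as a block (928 at an unadjusted p under 0.05). Early SPM (1180) gave 1862 under scale normalisation and late SPM (2348) 195 with the session block. The immediate response at 2 to 4 h (1458) gave 697 in the value table and 34 with the session block. At 6 to 9 h, where limma called 0 genes (692 at an unadjusted p under 0.05), it gave 2 under the recipe, 35 with 5 h late and 9 with the session block. Its difference (519) gave 35 under scale normalisation, 56 in the value table, 334 with 5 h late, 271 with 5 h early and 0 in limma with the session block (523 at an unadjusted p under 0.05). Without pairing by hour (no replicate block) the late glucose response gave 24 genes, the early immediate response 867 and the difference of the immediate response 93, and with all 28 arrays and the hour as a replicate block the late glucose response gave 511, its difference 1262 and the late immediate response 9; pairing moved no other count of genes by over 1.5 times. With an estimated correlation camera called 0 lists for the glucose response early, late and in difference and for the SPM difference (17, 13, 15 and 12 with the preset one), and fry called 4 for the late response. Similarity within minus between windows (0.101) was 0.169 at 40 min only and 0.129 with 5 h early, but 0.017 at 20 min only and 0.0308 with 5 h late.

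Leaving out each hour in turn gave 1045 to 2091 genes for the early glucose response (17 to 18 lists), 0 to 372 for the late one (13 to 14 lists), where limma called 0 without 7 or 8 h, and 107 to 1207 for the difference (13 to 16 lists). It gave 118 to 891 genes for the SPM difference (10 to 14 lists), 360 to 1437 for early and 1460 to 2511 for late SPM, and 659 to 1704, 0 to 1 and 57 to 901 for the immediate response early, late and in difference. Between 38 and 48 of the 50 mid-sporulation genes were lowered, with medians from -1.22 to -0.75, and similarity ranged from 0.0232 to 0.209. List medians or genes changed direction in these cases, where the call was made in the main fit or under the setting. The TCA median of the late glucose response turned under the study's recipe (0.0791) and in the value table (0.11), the stress median there (0.35 and 0.40), at 40 min only (0.21), without 7 h (0.20) and with session as a block (0.33), and the glycolysis median of its difference on arrays of 1 session (0.30). The late immediate response of the proteasome was 0.21 under the study's recipe. Under scale normalisation FBP1 (2.52), PCL1 (0.028), MEP2 (-0.0921), MRPL13 (0.13) and the mitochondrial ribosome list (0.32) turned in the early glucose response, REC8 (-0.63) and the TCA (0.29), stress (0.12), mitochondrial ribosome (0.0505) and mid-sporulation (-0.64) lists in the early immediate response, and glycolysis (0.19) and the TCA list (0.23) in the late one. With session as a block the TCA (0.028), stress (0.42) and amino acid (-0.28) lists, MRPL20 (-0.10) and ALD6 (-0.0091) turned in the early immediate response. With SPM interpolated, the division (0.77) and mid-sporulation (0.82) lists turned in the difference of the glucose response.

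Lists not called in the main fit passed camera in these cases. In early SPM these were late sporulation (higher) and translation factors and chaperones (lower) under the study's recipe, the latter pair also in the value table, all 3 and amino acid synthesis (lower) with 5 h early, late sporulation and amino acid synthesis without 2 h, amino acid synthesis without 3 h and translation factors without 4 h. In late SPM G1/S genes were called lower with no filter on dim genes and without 4 or 6 h. In the SPM difference the mitochondrial ribosome was called higher under all 4 other normalisations, with 5 h late, without 4 or 8 h and with session as a block, glycolysis and stress higher under scale normalisation, amino acid synthesis higher with 5 h early and without 2 or 6 h, and division genes higher without 4 h and with session as a block. In the late glucose response the mitochondrial ribosome was called lower with no filter, at 40 min only, with 5 h in either window, without 4, 7, 8 or 9 h, with no replicate block, with all 28 arrays and with SPM interpolated. Late sporulation was called lower there under scale normalisation, in the value table and without 6 h, and hexose transport lower with session as a block. In the difference of the glucose response ergosterol was called lower under 3 other normalisations (not scale), at 40 min only and with SPM interpolated, and the mitochondrial ribosome lower under scale normalisation and at 40 min only. In the early immediate response the nitrogen list was called lower in the value table, without 4 h and with session as a block. In the late one, under at least 1 setting, stress, chaperones, amino acid synthesis, the phosphate list, gluconeogenesis, glycolysis, the TCA list and the proteasome were called higher and G1/S, haploid-specific, ergosterol and late sporulation genes lower.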

Other observations

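Genes of nitrogen use and autophagy split in SPM. ATG8, which builds the autophagosome membrane, was 13.5-fold above YPA at 6 to 9 h (3.76 ± 0.48, adjusted p = 0.00101, n = 4 hours) and ATG1, the kinase that starts autophagy, 5.80-fold, whereas DAL7, a malate synthase of allantoin breakdown, was 7.16-fold and DAL80, a repressor of nitrogen genes, 5.53-fold below it. The proline permease gene PUT4 was 8.65-fold below YPA at 2 to 4 h, a call lost without 3 or 4 h (adjusted p = 0.0756 and 0.0558). In the nitrogen list 7 of 26 genes were higher and 5 lower late, and the list was not called (0.11, adjusted p = 0.72). With session as a block the adjusted p was 0.0719 for ATG8, 0.047 for ATG1, 0.0553 for DAL7 and 0.0586 for DAL80 at 6 to 9 h.

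RAS1, a GTPase upstream of protein kinase A, was 10.1-fold above YPA at 6 to 9 h (3.34 ± 0.18, adjusted p = 5.03e-05), while the stress regulator MSN4 was at least 4.31-fold and MGA1, of pseudohyphal growth, at least 8.61-fold below it. Of the haploid-specific list STE18, STE4, GPA1 and STE5 were higher, the first pair 5.53-fold and 3.79-fold, and 12 of 16 genes did not pass (0.25, adjusted p = 0.132). With session as a block the adjusted p was 0.0363 for RAS1, 0.0579 for MSN4, 0.0655 for MGA1, 0.12 for STE18 and 0.211 for STE4. The calls of STE18 and STE4 were also lost without 6, 7 or 8 h, and that of STE5 without 2, 3, 7 or 8 h. At 5 h, the hour in neither window, the mid-sporulation median was 5.36 over YPA and its glucose response 0.16, while ribosomal protein genes had a median response of 3.37 and gluconeogenesis -0.88, from single arrays with no test.

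Counted over single hours, 2168 genes were at least 2-fold over YPA. That is higher than the count of induced genes quoted from the study above, which may rest on other samples and was processed otherwise. The 50 mid-sporulation genes had a median late glucose response of -1.04, with the limits above. The study states that glucose alone was not enough to lower such genes. It compared with YPD, in a larger, partly shared set, so the statement was not tested here.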
